A study of Streptomyces coelicolor with 6 samples. Its data were reported in "Multi-Omics Analysis of the Effect of cAMP on Actinorhodin Production in Streptomyces coelicolor" (2020).

How the data were processed

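Expression was measured by RNA sequencing in 6 cultures of Streptomyces coelicolor M145, an actinomycete strain used for work on antibiotic production. In 3 cultures cyclic AMP (cAMP) was added after 48 h of growth, and 3 control cultures received none. All cultures were sampled at 50 h. Groups were taken from the treatment labels of the samples, and replicate numbers from their titles.

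The deposited values are raw read counts per gene in a single table of 7793 rows, with a column for each culture. According to the methods of the study, the authors had rRNA depleted and strand-specific libraries made, mapped the reads to the reference genome with STAR, built the gene model with GenomicFeatures, counted reads with GenomicAlignments, and tested the counts with DESeq2. The counting mode, the use of strand in counting, the handling of reads with several matching positions and the annotation version are not given in the sources used here. Genes that overlap or lie antisense to one another, and copies of rRNA and tRNA genes, are therefore uncertain in their counts. The table lists genes by name, locus tag and gene length in bases, also as deposited, and gives no positions, so no coordinates are printed. A RefSeq gene list of another assembly was not used, since it held none of the locus tags. Every column of per-sample counts was used.

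The totals ranged from 13219483 to 25279091 counts per library. In each library the 5 rows that stand for a whole rRNA operon held nearly equal counts, with a ratio of the highest to the lowest between 1.02 and 1.04. The totals can therefore count the same rRNA read several times, and the counts outside the rRNA rows are the better measure of depth. Intervals on the share of counts in rRNA rows (Wilson, 95%) were at most 0.0534 percentage points wide. They cover counting error only and treat counts as independent reads.

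The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with cAMP against control as the only term, all 6 libraries, library factors by the TMM method and the filterByExpr filter (a minimum count of 10 and a minimum total of 15), which left 7268 genes. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change over 0.5, the thresholds of the study. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of F. CPM values are read counts scaled to the TMM-adjusted library size. DESeq2 1.42.0, the tool of the study, was the first alternative. An adjusted p that DESeq2 left out by its independent filtering was kept as missing, and such a gene could not be called by it. Of the 7793 rows, 1749 kept an adjusted p.

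Gene sets were tested with camera of limma 3.58.1 on log2 CPM (prior count of 2) with the correlation between genes estimated, two-sided, and adjusted over 6 sets. The sets were the actinorhodin cluster (Act, SCO5071 to SCO5092), the undecylprodigiosin cluster (Red, SCO5877 to SCO5898), the calcium-dependent antibiotic cluster (Cda, SCO3210 to SCO3249), the coelimycin cluster (Cpk, SCO6269 to SCO6288), 6 purine genes that the study named for another strain, and 7 genes of the SoxR regulon. Of the SoxR genes, the study lists SCO0320 and SCO0321 only as potential members of the regulon. Comparisons of single values per library used exact permutation tests, two-sided. With 3 libraries against 3, their smallest possible p is 0.1.

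The genes named in the text followed a rule. It took the Act genes SCO5085 and SCO5086, the cAMP genes SCO4928, SCO6075 and SCO3571, and the 6 purine genes. It added up to 10 called genes without overlap between groups from the main test, of which there were none. As the main test called fewer than 5 genes, it further added the 10 genes with the smallest adjusted p among those called by DESeq2. The tests, the sets, the rule and most alternatives were chosen before the data were examined.

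The alternatives were DESeq2 size factors in edgeR, no filter on low counts, the replicate number as a block, leaving out each library in turn, DESeq2, limma-voom, the likelihood ratio test of edgeR, an adjusted p threshold alone, an adjusted p under 0.10, leaving out rRNA and tRNA rows, and for sets camera with a preset correlation of 0.01 and fry. Added after the data were seen were DESeq2 without independent filtering, abundance-dependent (loess) offsets in edgeR, the likelihood ratio test and limma-voom for the named genes, and the DESeq2 count under left-out libraries (with and without independent filtering), the block and left-out rows.

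The procedure was tested on simulated counts for the 7268 genes, drawn from the means, library sizes and dispersions of the 6 libraries. Of 200 genes changed 2-fold, edgeR recovered 148 with 13 false calls and DESeq2 138 with 24. Of 200 genes changed 4-fold, edgeR recovered 196 and DESeq2 193. Pairs of libraries were compared by chi-square over genes outside the rRNA rows. The ratio of chi-square to its degrees of freedom was 8.49 for the most similar pair, control replicates 1 and 2, well above the value near 1 that sampling alone would give, so no library was treated as a duplicate. Figures were drawn with matplotlib 3.10.9.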

Results

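RNA-seq counts were obtained from 3 control cultures of S. coelicolor M145 and from 3 cultures to which cAMP was added at 48 h, all harvested at 50 h. The only comparison of the design was cAMP against control. It asked whether added cAMP changed transcript levels in this strain, and in particular those of the actinorhodin (Act) genes, which make a blue pigmented polyketide antibiotic. The control libraries held 13219483, 14285217 and 17221419 counts for replicates 1, 2 and 3. The cAMP libraries held 18643538, 25279091 and 15569372 counts. Much of this was counted at rRNA rows, where the same read can be counted several times. The rRNA rows took 56.7, 58.7 and 68.9% of counts in control replicates 1, 2 and 3, and 73.5, 84.9 and 66.0% in cAMP replicates 1, 2 and 3. With only 1 rRNA operon counted, the share was 17.8, 19.1 and 26.9% in control replicates 1, 2 and 3. In cAMP replicates 1, 2 and 3 it was then 31.5, 48.2 and 24.3%.

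The mean share of rRNA rows was 61.4% ± 6.58 (SD, n = 3) in control and 74.8% ± 9.49 (SD, n = 3) in cAMP libraries, a difference with an exact permutation p of 0.2. Outside the rRNA rows, control libraries held 5728075, 5898819 and 5348846 counts and cAMP libraries 4943098, 3829404 and 5293776. All 3 control libraries lay above all 3 cAMP libraries in this number, with an exact permutation p of 0.1, the smallest that 3 against 3 allows. The depth for mRNA was thus lowest in cAMP replicate 2.

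**Figure D1:**
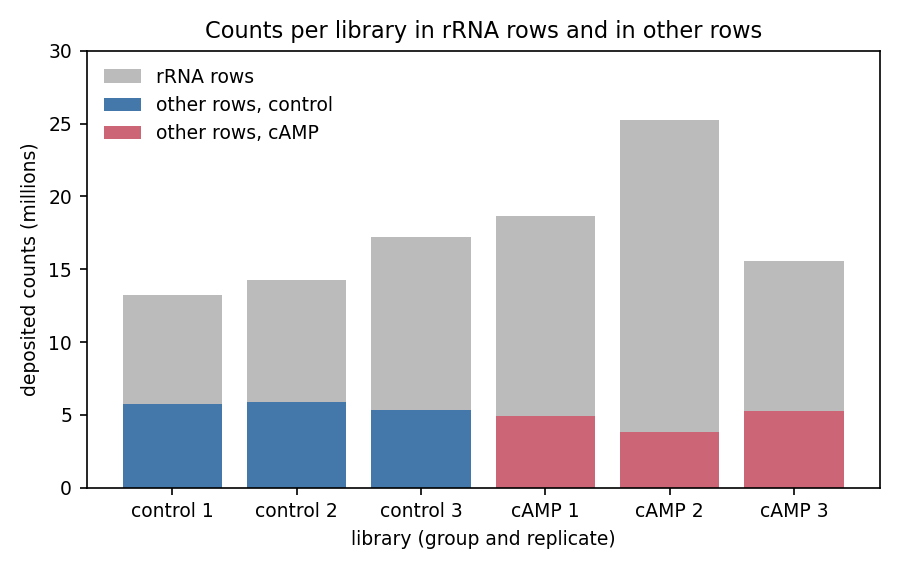
Deposited counts per library (vertical axis), with rows of rRNA genes in grey on top of all other rows in blue (control) or red (cAMP), for the 6 libraries on the horizontal axis. Counts outside the rRNA rows ran from 3829404 in cAMP replicate 2 to 5898819 in control replicate 2, while the rRNA rows varied more.

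The libraries did not divide by treatment alone. The first principal component of log2 CPM held 36.7% of the variance. On it, control replicates 1 and 2 lay at -9.31 and -5.82 and cAMP replicate 3 at -26.7, whereas control replicate 3, cAMP replicate 1 and cAMP replicate 2 lay at 17.5, 16.7 and 7.58. The second component held 33.3% and separated the groups, with the controls at 12.1, 18.6 and 10.0 and the cAMP libraries at -4.90, -24.2 and -11.6. The rank correlation of log2 CPM across genes ranged from 0.962 (control replicate 3 with cAMP replicate 3) to 0.989 (control replicates 1 and 2).

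Across 7268 tested genes, the quasi-likelihood test of edgeR called 0 genes at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. The smallest adjusted p was 0.295. At an unadjusted p under 0.05 there were 980 genes, 566 higher and 414 lower with cAMP, where 363.4 would be expected by chance. Limma-voom also called 0 genes, with 1009 at an unadjusted p under 0.05. DESeq2 called 18 genes, 11 higher and 7 lower, with 694 at an unadjusted p under 0.05. The likelihood ratio test of edgeR called 34 and moved the count most among the fits with all libraries. In counts simulated from the fitted means and dispersions, edgeR recovered 148 of 200 genes changed 2-fold. The simulated genes were drawn independently, without the division among libraries seen on the first component. The simulation therefore does not show the power of the real libraries, and the reason for the count of 0 stays open. In 1489 genes, 20.5% of those tested, the 3 cAMP values lay all above or all below the 3 control values. Chance gives 10% on average. Genes measured in the same 6 libraries are not independent, so neither excess over chance measures an effect of cAMP. Other splits of the libraries gave from 63 to 1240 genes at an unadjusted p under 0.05.

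The DESeq2 count rested on single libraries. It was 0 without control replicate 1 and 0 without cAMP replicate 2, 1 without control replicate 2, 58 without control replicate 3, 112 without cAMP replicate 1 and 114 without cAMP replicate 3. The 1 gene left without control replicate 2 was SCO4468. None of the 18 genes changed sign when a library was left out. In all 18 the cAMP and control libraries did not overlap, so a change of sign was hardly possible. Without control replicate 3, edgeR called 2 genes, SCO1845 and SCO1846, both lower with cAMP. These are given with the closing observations, since they lie outside the rule for named genes and were chosen after their values were seen.

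SCO5086 (actIII), the ketoacyl reductase gene of the Act cluster, had 25.9 ± 10.9 CPM (SD, n = 3) in control and 81.2 ± 35.7 CPM (SD, n = 3) in cAMP cultures. The values were 17.6, 21.9 and 38.3 CPM in control replicates 1, 2 and 3, and 51.1, 121 and 71.9 CPM in cAMP replicates 1, 2 and 3, from 353 to 1431 reads per library. The log2 fold change was 1.65 (SE 0.35), or 3.13-fold, with an adjusted p of 0.295 in edgeR. In DESeq2 it was 1.61 (SE 0.34), or 3.06-fold, with an adjusted p of 0.00101. The adjusted p ranged from 0.00101 to 0.725 over the alternatives, and SCO5086 lost its DESeq2 call without control replicate 1, control replicate 2, cAMP replicate 2 or cAMP replicate 3.

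SCO5085 (actII-4), the activator gene of the Act cluster, had 274 ± 76.2 CPM (SD, n = 3) in control and 541 ± 158 CPM (SD, n = 3) in cAMP cultures. Its values were 217, 245 and 361 CPM in control replicates 1, 2 and 3 and 492, 718 and 413 CPM in cAMP replicates 1, 2 and 3. The log2 fold change was 0.98 (SE 0.26), or 1.97-fold, with an adjusted p of 0.295 in edgeR, and 0.95 (SE 0.26), or 1.93-fold, with an adjusted p of 0.0409 in DESeq2. Its adjusted p ranged from 0.0409 to 0.725 over the alternatives. Among the DESeq2 fits that left out a library, rows or the independent filtering, the call was lost without control replicate 1, control replicate 2 or cAMP replicate 2, without independent filtering, and without rRNA and tRNA rows.

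All 22 genes of the Act cluster were tested, and 21 had a fitted log2 fold change above 0 in edgeR. SCO5082 (actII-1) was at -0.011, and SCO5084 (actII-3), at 0.028 in edgeR, was at -0.017 in DESeq2. The median log2 fold change was 0.51 and the mean 0.56. Over all tested genes 0 of the 22 were called by edgeR, and adjusted over the list alone 2 had an adjusted p under 0.05, SCO5086 (0.0191) and SCO5085 (0.0392). Adjusted over the list alone, 5 were under 0.05 in DESeq2, 5 in the likelihood ratio test of edgeR, 3 with abundance-dependent offsets and 2 in limma-voom. The study singled out both genes on these same libraries, so the adjustment over the list is not independent evidence for them. The edgeR number under 0.05 adjusted over the list alone depended on single libraries. It was 18 without control replicate 3, 13 without cAMP replicate 3, 1 without cAMP replicate 1, and 0 without control replicate 1, control replicate 2 or cAMP replicate 2.

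**Figure D2:**
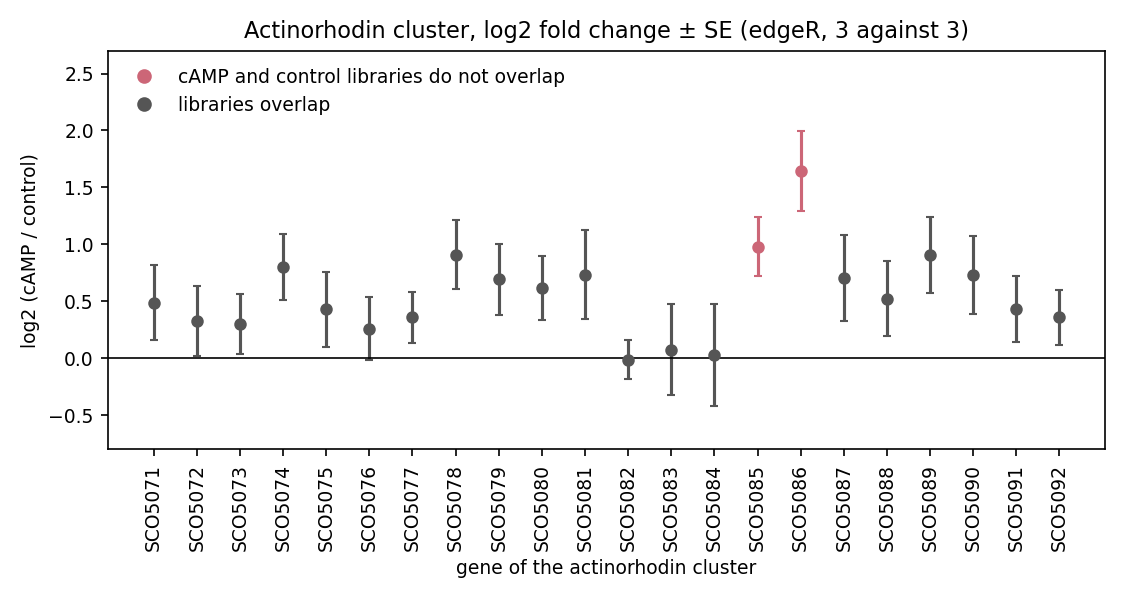
Log2 fold change of cAMP against control, with its standard error from edgeR as bars, for the 22 genes of the actinorhodin cluster in order of locus tag. SCO5085 and SCO5086, in red, were the 2 genes whose cAMP and control libraries did not overlap, at 0.98 and 1.65, and the other genes, in grey, overlapped.

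As a set, the Act cluster did not pass the threshold. With the correlation between its genes estimated at 0.68, camera gave an unadjusted p of 0.281 and an adjusted p of 0.569 over the 6 sets. The mean log2 CPM of the cluster was 4.40 and 4.53 in control replicates 1 and 2 but 5.42 in control replicate 3, within the range of the cAMP libraries, which had 5.55, 5.44 and 5.08. The difference in this mean level had an exact permutation p of 0.2, where 0.1 is the smallest possible. Without control replicate 3 the mean log2 fold change rose to 0.95, and the adjusted p was 0.311. With a preset correlation of 0.01 the adjusted p fell to 5.74e-05, a call that did not hold under fry (0.545) or the estimated correlation.

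The other antibiotic clusters were also under the threshold. The Red cluster had a mean log2 fold change of 0.21 over 21 tested genes, 17 of them with a fitted value above 0 in edgeR, and an adjusted p of 0.511 in camera. All 3 cAMP libraries lay above all 3 controls in its mean level, 1.91, 1.80 and 1.89 against 1.72, 1.54 and 1.77 log2 CPM, with an exact permutation p of 0.1. The Cda cluster had a mean log2 fold change of -0.08 over 38 tested genes and an adjusted p of 0.569, and its mean changed sign to 0.015 without cAMP replicate 1 and to 0.019 without cAMP replicate 2. The Cpk cluster had a mean log2 fold change of -0.23 over 20 tested genes, 19 of them lower, and an adjusted p of 0.569. This rested on cAMP replicate 3, at 6.77 log2 CPM against 7.66 to 7.99 in the other 5 libraries, and without it the mean was 0.042. The preset correlation gave the Cpk cluster an adjusted p of 0.00326, a call that did not hold under fry (0.553) or the estimated correlation of 0.95. Adjusted over the list alone, 0 genes of the Red, Cda and Cpk lists were under 0.05 in edgeR, and 4, 2 and 0 of them were under an unadjusted p of 0.05. DESeq2 called 0 of them, but its independent filtering left an adjusted p for only 2 Red, 4 Cda and 19 Cpk genes. Without that filtering all of the 22, 40 and 20 genes had one, and 0 were called.

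**Figure D3:**
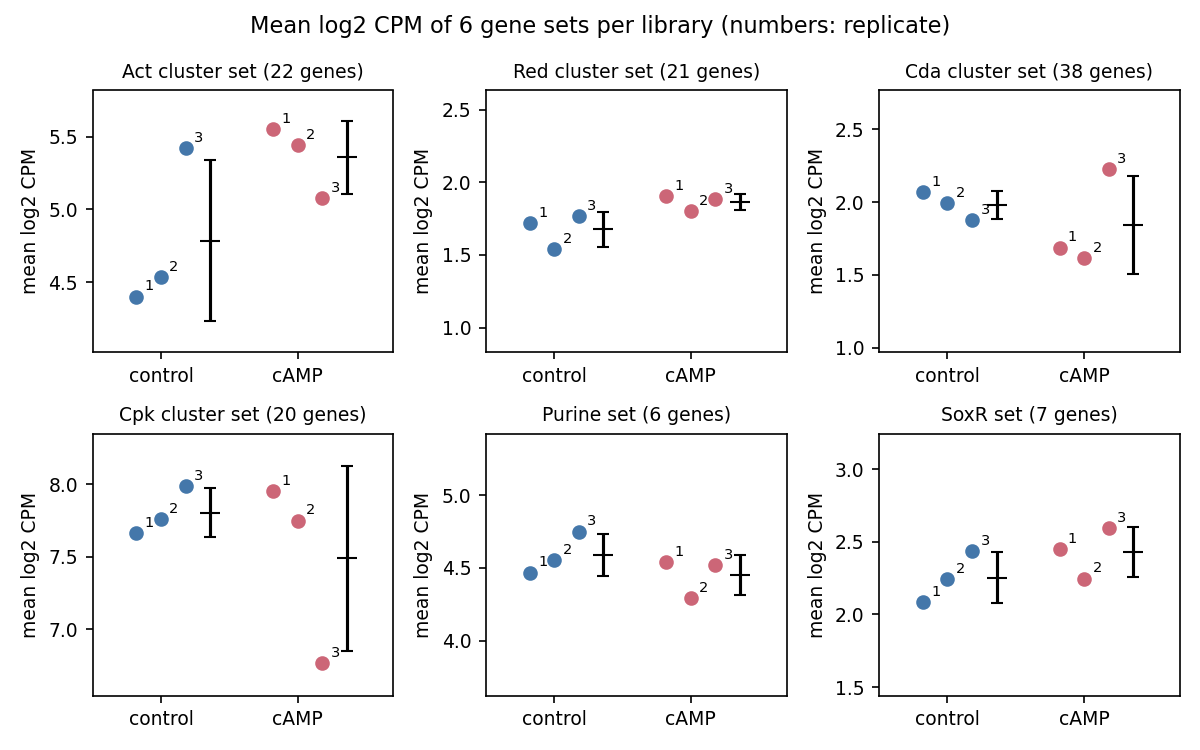
Mean log2 CPM of the genes of each of 6 sets in each library, as blue points for control and red points for cAMP with the replicate number beside them, and the mean ± SD (n = 3) of each group in black. Control replicate 3 lay with the cAMP libraries in the Act cluster (5.42), and cAMP replicate 3 lay below the other 5 libraries in the Cpk cluster (6.77).

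Genes that make, break down or bind cAMP were compared next, since the added compound is their product, substrate or ligand. The adenylate cyclase gene SCO4928 (cya) had 18.8 ± 1.60 CPM (SD, n = 3) in control and 17.0 ± 2.37 CPM (SD, n = 3) in cAMP cultures, a log2 fold change of -0.15 (SE 0.16). The phosphodiesterase gene SCO6075 had 4.67 ± 0.914 and 5.88 ± 1.53 CPM (SD, n = 3 each), a log2 fold change of 0.32 (SE 0.23), from 73 to 111 reads per library. The cAMP receptor protein gene SCO3571 had 86.2 ± 3.01 and 75.5 ± 4.42 CPM (SD, n = 3 each), a log2 fold change of -0.19 (SE 0.13), and its cAMP values lay below all its control values. With abundance-dependent offsets the log2 fold change of SCO3571 was -0.08. In the order given, the adjusted p of the 3 genes in edgeR was 0.680, 0.540 and 0.517. Adjusted over the list alone it was 0.369, 0.298 and 0.298. Of the 3 genes, 0 were called by edgeR, and 0 had an unadjusted p under 0.05 in edgeR or DESeq2. DESeq2 left an adjusted p for SCO3571 alone (0.509), and without its independent filtering it called 0 of the 3.

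The purine genes compared were those that the study names as raised by cAMP in strain M1146, which lacks the antibiotic clusters. There the study added a higher concentration earlier in growth and compared time points from the addition onward. Here cAMP cultures were compared with control cultures at a single time point, so more than the strain differs. For SCO3405 (hprT) the false discovery rate that the study gives in M1146 was above its own threshold. In M145 the mean log2 fold change of the 6 genes was -0.13, and 5 of 6 were lower with cAMP. Camera gave an adjusted p of 0.569. The values ran from -0.33 (SE 0.23) for SCO1514 (apt) through -0.16 (SE 0.14) for SCO4087 (purM), -0.15 (SE 0.18) for SCO1254, -0.12 (SE 0.15) for SCO4068 (purD) and -0.09 (SE 0.14) for SCO3405 (hprT) to 0.07 (SE 0.18) for SCO4813 (purN). Adjusted over the list alone or over all genes, 0 of them were called by edgeR, and 0 had an unadjusted p under 0.05. DESeq2 called 0 of the 4 that kept an adjusted p, and 0 of 6 without its independent filtering. Without control replicate 3 the value of SCO1254 changed sign to 0.039, and SCO4813 changed sign to -0.042 without cAMP replicate 3 and to -0.0065 without control replicate 1. SCO1514 rested on only 23 to 76 reads per library. Across all tested genes, abundant ones tended to be lower with cAMP, as given with the closing observations. With abundance-dependent offsets SCO1254, SCO4068, SCO4087 and SCO3405 became smaller in size, at -0.059, -0.040, -0.066 and 0.014. SCO1514 and SCO4813 became larger, at -0.42 and 0.14. Part of the lower direction may therefore come from that general shift. The SoxR set held 7 genes that the study lists for the SoxR regulon, SCO0320 and SCO0321 only as potential members. According to the study, earlier work reported that oxidative stress from high actinorhodin production raises this regulon. The set had a mean log2 fold change of 0.21, with 5 of 7 fitted values above 0 in edgeR. Its adjusted p in camera was 0.569. In edgeR 0 of its genes were called over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. DESeq2 left an adjusted p for 0 of the 7, so none could be called, and without its independent filtering it called 0 of 7.

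The remaining named genes were called by DESeq2 but not by the quasi-likelihood test of edgeR. Higher with cAMP were the hypothetical protein genes SCO6632, SCO3663, SCO4468, SCO1421 and SCO3929, the integrase gene SCO4340 and the tmRNA gene ssrA (SCOs02). Lower were SCO1523, which encodes the pyridoxal biosynthesis lyase PdxS, and the aminotransferase gene SCO2146. In all of them the cAMP and control libraries did not overlap. SCO6632 had 85.8 ± 3.11 CPM in control and 184 ± 48.6 CPM in cAMP cultures (SD, n = 3 each), a log2 fold change of 1.10 (SE 0.19) with an adjusted p of 0.295 in edgeR and 0.000629 in DESeq2. SCO3663 had 313 ± 7.94 and 620 ± 121 CPM (SD, n = 3 each), a log2 fold change of 0.98 (SE 0.18), with the same pair of adjusted p values. SCO1523 had 62.9 ± 3.44 and 35.2 ± 5.21 CPM (SD, n = 3 each), a log2 fold change of -0.84 (SE 0.15) with an adjusted p of 0.295 in edgeR and 0.00101 in DESeq2. SCO4468 had the highest log2 fold change of this list at 1.43 (SE 0.30), from 24.5 ± 6.71 to 65.8 ± 26.5 CPM (SD, n = 3 each). For the other named genes the log2 fold change in edgeR was 1.07 (SCO1421), 1.00 (SCOs02), 0.91 (SCO3929), 0.85 (SCO4340) and -0.86 (SCO2146). Over the alternatives the adjusted p of each reached 0.725, the value without cAMP replicate 2.

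The tmRNA is a small stable RNA that frees stalled ribosomes. Its gene alone took 10.0% ± 0.893 (SD, n = 3) of the counts outside rRNA rows in control and 19.7% ± 4.98 (SD, n = 3) in cAMP libraries, with an exact permutation p of 0.1. Its log2 fold change in edgeR had an SE of 0.41 and an adjusted p of 0.347. The other small RNA row of like abundance, rnpB (SCOs01, ribonuclease P RNA), went the opposite way. It lies outside the rule for named genes and was chosen after its values were seen. It took 9.68% ± 1.74 (SD, n = 3) of these counts in control and 6.41% ± 1.05 (SD, n = 3) in cAMP libraries, with an exact permutation p of 0.1. Its log2 fold change was -0.56 (SE 0.36), with an adjusted p of 0.485 in edgeR and 0.170 in DESeq2. Among the other genes called by DESeq2 were a pair of tRNA genes, SCOt06 and SCOt55, both lower. Near-identical tRNA copies can share reads, so these are uncertain.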

Values the study reported

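In this experiment the study added cAMP at 3 μM to M145 after 48 h and sampled at 50 h. With a false discovery rate under 5% and a log2 fold change over 0.5 as criteria, it reported an average increase of 3.05-fold for SCO5086 and of 1.93-fold for SCO5085.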

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

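The edgeR count of 0 called genes also came from the alternatives with DESeq2 size factors, without the low-count filter, without rRNA and tRNA rows, with limma-voom, with an adjusted p threshold alone and with an adjusted p under 0.10. Abundance-dependent offsets, added after the data were seen, gave 0 too, with 778 genes at an unadjusted p under 0.05. With a library left out the edgeR count ranged from 0 to 2 (0 to 0 higher, 0 to 2 lower), with 494 to 1317 genes at an unadjusted p under 0.05. The 2 genes, SCO1845 and SCO1846, were called without control replicate 3. DESeq2 called 18 genes (11 higher, 7 lower), and without its independent filtering, an alternative added later, 10 (8 higher, 2 lower). The 2 lower genes were SCO1523 and SCO2146. The likelihood ratio test of edgeR called 34 (29 higher, 5 lower), 10 of them shared with DESeq2. The 5 lower genes were SCO1523, SCO1845, SCO1846, SCO2146 and SCO7512, of which SCO1845, SCO1846 and SCO7512 lie outside the rule for named genes. The quasi-likelihood and likelihood ratio tests differ in construction, since only the former carries the uncertainty of each gene's dispersion into its p. Scaling did not account for the DESeq2 difference, since edgeR with DESeq2 size factors still called 0 genes. Independent filtering accounted for part of it. Without it DESeq2 called 10 genes in place of 18, and 8 of the 10 were among the 18. The cause of the rest was not tested.

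The DESeq2 count, in fits added after the data were seen, ranged from 0 (without control replicate 1, and without cAMP replicate 2) to 114 (without cAMP replicate 3), with 17 of the 18 genes kept in the latter. It was 58 without control replicate 3 (14 kept), 112 without cAMP replicate 1 (17 kept) and 1 without control replicate 2 (SCO4468). Leaving out rRNA and tRNA rows gave 16 genes, 10 of them shared. The mean count below which DESeq2 left out genes also moved, from 334.7 with all libraries to 125.2, 76.5 and 96.6 without control replicate 3, cAMP replicate 1 and cAMP replicate 3. Without independent filtering these fits called 37, 71 and 50 genes, against 10 with all libraries, so the filter did not account for the rise. Its cause was not tested.

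The replicate numbers did not pair the libraries. Same-numbered control and cAMP libraries had correlations of their deviations from the group means of -0.33, -0.22 and -0.48 for numbers 1, 2 and 3. With the number as a replicate block edgeR called 0 genes, with 516 at an unadjusted p under 0.05, and DESeq2 called 4, namely SCO5086, SCO4468, SCO1845 and SCO1846. The mean log2 fold change of the Act cluster was 0.59 with the block.

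Of the Act pair, SCO5085 and SCO5086, DESeq2 called 2 where edgeR called 0, at log2 fold changes of 0.95 and 1.61. Without a library SCO5085 ranged from 0.72 to 1.22 and SCO5086 from 1.24 to 2.03 in edgeR. The signs of both held under every alternative run. As their cAMP and control libraries did not overlap, leaving out a library could hardly change a sign. The 3 cAMP genes kept their signs and 0 were called under any alternative run for them. The likelihood ratio test of edgeR, added for these genes later, called 1 of the pair, SCO5086 at 1.65, and limma-voom 0. Over the 20 named genes and their alternatives, 235 values kept their direction and their side of the threshold, 21 passed it (11 in DESeq2 and 10 in the likelihood ratio test), and 4 changed sign. The sign changes were near 0: SCO1254 at 0.039 without control replicate 3, SCO4813 at -0.0065 without control replicate 1 and at -0.042 without cAMP replicate 3 (its range was -0.042 to 0.21), and SCO3405 at 0.014 with abundance-dependent offsets. SCO1254 ranged from -0.26 to 0.039 without a library.

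Of the set tests, 61 values under alternatives kept direction and side of the threshold. A preset correlation of 0.01 moved the Act cluster (mean log2 fold change 0.56) and the Cpk cluster (-0.23) past the threshold. Their genes had estimated correlations of 0.68 and 0.95, so the preset value understates the spread of their means. Without a library the mean log2 fold change ranged from 0.37 to 0.95 for Act, 0.14 to 0.26 for Red, -0.34 to 0.019 for Cda, -0.47 to 0.042 for Cpk, -0.20 to -0.043 for the purine set and 0.11 to 0.30 for the SoxR set. The sign changed for Cda (0.015 without cAMP replicate 1, 0.019 without cAMP replicate 2) and for Cpk (0.042 without cAMP replicate 3). The adjusted p over all alternatives ranged from 5.74e-05 to 0.730 for Act and from 0.00326 to 0.985 for Cpk.

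Read number alone did not set the precision of the named genes. SCO1514, with 23 to 76 reads per library, had an SE of 0.23 in its log2 fold change, and SCO5086, with 353 to 1431, an SE of 0.35.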

Other observations

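The tests in this part were chosen after the counts had been seen, although the tests on equal depth, on abundance-dependent offsets for the splits, on length at a given abundance and on the 8 further phosphate genes were written down before their own results were known.

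Chance could not be excluded for the cAMP comparison, because 3 libraries against 3 make only 10 splits. For the 0 genes that edgeR called under the labels (980 at an unadjusted p under 0.05; DESeq2 18, limma-voom 0 and the likelihood ratio test 34) the splits test nothing, since any of the 10 gives at least 0. For the 18 genes of DESeq2, 2 of the 10 splits gave as many, the labelled one included. For the 980 genes at an unadjusted p under 0.05 it was again 2 of 10. In both cases the other split was the one that exchanges control replicate 3 with cAMP replicate 3. It gave 270 called genes in edgeR, 1240 at an unadjusted p under 0.05, and 376 called genes in DESeq2. The other 8 splits gave 0 in edgeR, with 63 to 648 genes at an unadjusted p under 0.05. The largest division among the libraries was therefore not the one by label.

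Several technical explanations were weighed for why control replicate 3 and cAMP replicate 3 lay with the opposite group. The rRNA share was argued against as the whole cause, since these 2 libraries were close in it. They lay 2.94 percentage points apart, the second smallest gap among 15 pairs, while their distance of 44.2 on the first component was the largest. The share did, however, divide the libraries as the exchanged split does. Control replicates 1 and 2 and cAMP replicate 3 had 56.7, 58.7 and 66.0%. Control replicate 3 and cAMP replicates 1 and 2 had 68.9, 73.5 and 84.9%. The rRNA share was therefore not excluded as part of the cause. With abundance-dependent offsets the exchanged split still gave 322 genes, which counts against an abundance-dependent shift. With all libraries thinned to 3829404 counts outside the rRNA rows it gave 260, which counts against unequal depth. An exchange of the labels of these 2 libraries could not be told apart from a difference between cultures. On the first component both libraries were out of place, as an exchange needs, and the exchanged split gave 270 genes. By the ratio of chi-square to degrees of freedom control replicate 3 was closer to cAMP replicate 1 (17.4) than to either other control (27.3 and 29.5), and by rank correlation cAMP replicate 3 was closest to control replicate 1 (0.977, against 0.970 for cAMP replicate 2). Against it, the second component put control replicate 3 (10.0) with the controls and cAMP replicate 3 (-11.6) with the cAMP libraries. By the chi-square ratio cAMP replicate 3 was closest to cAMP replicate 2 (26.3), with 74.4 and 74.3 to control replicates 1 and 2. This ratio is taken on counts, so abundant rows weigh heavily in it. The tmRNA gene took 23.1 and 21.9% of the counts outside rRNA rows in cAMP replicates 2 and 3. Its mean share in the control libraries was 10.0%. The ratio was not computed without this gene, so how far the closeness holds across other genes is not known. In addition, the labelled split still gave more genes at an unadjusted p under 0.05 (980) than any of the other 8 splits. No gene of known response to the treatment marks a library as treated, so no such marker could decide for or against an exchange.

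A candidate explanation of biological kind is that the cultures differed in phosphate state. The phosphate transport genes pstS (SCO4142), pstC (SCO4141), pstA (SCO4140) and pstB (SCO4139) were seen first. The CPM of pstS was 27.0, 24.1 and 121 in control replicates 1, 2 and 3, and 94.3, 84.2 and 3.63 in cAMP replicates 1, 2 and 3, a 33.4-fold difference between control replicate 3 and cAMP replicate 3. By label its log2 fold change was 0.08 (SE 0.90). As a test on genes not looked at before, 8 further genes of phosphate response were taken (SCO4228, SCO4229, SCO4230, SCO2286, SCO2068, SCO1565, SCO1968 and ppk, SCO4145). Their median loading on the first component, in the direction of pstS, lay at percentile 100 among 10000 random lists matched on mean expression. The random lists were drawn gene by gene, so the percentile does not allow for genes that vary together. SCO4228, SCO4229 and SCO4230 are neighbours in locus number, so the 8 genes may not count as 8 separate draws. For ppk the values were 13.5, 12.2 and 32.6 CPM in the controls and 28.8, 25.2 and 9.42 CPM in the cAMP libraries. Of the 8 genes, SCO2286 (alkaline phosphatase), at 1.49 to 2.53 CPM, did not follow, and SCO2068 (alkaline phosphatase) followed only in part. SCO2068 had 14.8, 14.3 and 21.2 CPM in the controls and 14.4, 12.7 and 10.5 CPM in the cAMP libraries. The division may thus reflect cultures at different stages of phosphate limitation. The test does not say whether this came from the cultures, from an exchange of libraries or from cAMP.

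The low-affinity phosphate transporter gene SCO1845 and its neighbour in locus number, SCO1846, chosen after their values were seen, behaved in another way. SCO1845 had 108, 101 and 23.1 CPM in control replicates 1, 2 and 3, and 27.4, 22.4 and 17.6 CPM in cAMP replicates 1, 2 and 3. SCO1846 had 34.7, 38.5 and 5.77 CPM in the controls and 6.00, 3.54 and 2.22 CPM with cAMP. Their log2 fold changes were -1.79 (SE 0.46) and -2.75 (SE 0.62), each with an adjusted p of 0.295 in edgeR. Without control replicate 3, edgeR gave adjusted p values of 0.00743 and 0.00939, the only genes it called in any fit with a library left out. Here cAMP replicate 3 lay with the other cAMP libraries and control replicate 3 lay close to them. An exchange of both labels would leave cAMP replicate 3 as the exception in place of control replicate 3, so these genes do not decide between the labels. No explanation was tested for this pair.

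A further pattern ran across all genes. Genes of low abundance tended to be higher with cAMP and abundant genes lower. The median log2 fold change fell from 0.31 in the 10% of genes with the lowest abundance to -0.13 in the 10% with the highest, and the rank correlation of fold change with abundance was -0.380 across genes, which are not independent replicates. Of the 566 genes higher at an unadjusted p under 0.05, 367 lay below the median abundance, and of the 414 lower, 327 lay at or above it. In each library the deviation from the mean of all libraries was correlated with abundance, at 0.04, 0.28 and 0.27 in control replicates 1, 2 and 3 and at -0.07, -0.28 and -0.24 in cAMP replicates 1, 2 and 3. The groups did not overlap, with an exact permutation p of 0.1, the smallest possible.

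The tables argue against several sources of this pattern. Fold change had a rank correlation of only 0.0193 with gene length. At equal depth outside the rRNA rows its correlation with abundance was still -0.351. The rRNA share as the whole cause would give control replicate 3 and cAMP replicate 3 like values, yet their correlations with abundance differed by -0.503, more than the group means (-0.395). Background reads in proportion to gene length, as from DNA, could not be told apart from other sources. They would make fold change rise with length at a given abundance, and the partial rank correlation was 0.0585, positive but below the 0.1 set beforehand. An effect of cAMP on many weak genes stays open as well, since the shift follows the groups. With abundance-dependent offsets the genes at an unadjusted p under 0.05 went from 980 to 778, so part of that number may come from this shift.

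The locus tags hold a further point for reuse of the table. M145 lacks the plasmid SCP1, yet 5 rows carry SCP1 tags. SCP1.140 had 3 to 6 reads and SCP1.273c 0 to 2 reads per library, while the row dnaE (SCP1.224c) had 905 to 1751 and dnaN (SCP1.119) 1385 to 2704. The tags SCO2064 and SCO3878, which stand for the chromosomal dnaE and dnaN genes, have no row, and neither have 136 numbers in all between SCO0004 and SCO7846. This is consistent with chromosomal genes counted under plasmid tags when rows were joined by gene name, the fewest reads at such a row being 905. A transposase row, SCP1.276, had 485 to 817 reads, and reads from related insertion elements on the chromosome were not tested for. No biological explanation was tested for these rows.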
